A study of Mus musculus with 16 samples. Its data were reported in "Exportin 4 depletion leads to nuclear accumulation of a subset of circular RNAs" (2022).

How the data were processed

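DNA:RNA hybrid immunoprecipitation sequencing (DRIP-seq) was carried out by the study on NIH/3T3 cells, a mouse embryonic fibroblast line, either wild type (WT) or with a knockout (KO) of Xpo4, the gene of the nuclear export receptor exportin 4. Genomic DNA was cut with a cocktail of 4 restriction enzymes (MseI, DdeI, AluI and MboI), and hybrids of DNA and RNA were pulled down with the monoclonal antibody S9.6. Before the pull-down, each DNA sample was incubated either with RNase R, an exonuclease that degrades linear RNA and spares circular RNA (RNase R+), or with buffer alone (RNase R-). The series has 16 samples in the labels, of which 8 are inputs and 8 are immunoprecipitates. A peak list was analysed for each of the 8 immunoprecipitates, which fall into 4 groups of 2 replicates (KO and WT, RNase R- and RNase R+). The inputs and the E. coli DNA added for normalization were not analysed here.

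The authors trimmed adapters from paired reads, aligned them to the mouse genome build GRCm38 with Bowtie2, removed duplicates, poorly matching reads and reads without a unique position, and called peaks with MACS2 in each replicate on its own at a q of 0.001. The control library given to the peak caller is not stated. Each deposited list has 10 columns per peak. The fold enrichment in the deposited lists is the ratio of the summit height to the level expected there, with 1 added to each by the caller. The p and q values in the deposited lists are given as −log10 values. The deposited score column is an integer made by the caller from the −log10 q and was not used. The fold enrichment and the p and q of a peak are the authors' values, and they were used to describe, rank and filter peaks within a list. Filtering for unique positions removes reads that match several places equally well, while copies that differ slightly can still be called. Calling each replicate on its own makes the number of peaks depend on the depth of the library.

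The lists hold no read counts. The summit height (the number of fragments that cover the summit) and the expected level were therefore recovered from the deposited fold and p of each peak, as the whole number that satisfies both under a Poisson distribution. A whole height was found for 77293 of 77297 peaks, and at least 99.98% of each list. The 4 others are the mitochondrial peaks of the KO libraries. The lowest expected level in a list was taken as the caller's background level, in fragments per position, and the shortest peak of a list as the fragment length the caller used. Their quotient gives the background fragments per kb, a measure of the background of the fragments left after the authors' filtering. It is not a total of sequenced reads, which entered no calculation here, and it does not stand in for them. The recovery was tested on simulated data: the right height came back for 4999 of 5000 simulated peaks. Heights that were not whole were recovered with the right whole part and the right level in 0 of 5000. That count does not show how often such heights were accepted with a wrong height or level. Thinning was tested on simulated libraries that differed in depth alone, where it brought the ratio of peak numbers from 1.76 to 0.991. In that simulation the background level was flat and followed depth exactly. It does not test thinning where the background level does not follow depth.

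Peaks of the 2 replicates were merged into regions where they overlapped or touched, and regions of different sets were taken as shared where they overlapped by at least 1 bp. The merging and overlap code gave the same regions as bedtools 2.31.1 on simulated intervals (630 of 630 merged regions and 600 of 600 overlaps). Following the study's terms, RNase R- regions are called R-loops, RNase R+ regions ciR-loops (R-loops with circular RNA), and RNase R- regions that overlap no RNase R+ region of the same genotype liR-loops (R-loops with linear RNA). The study's rule for the subtraction is not stated in more detail. Genes were taken from the GENCODE M21 annotation of GRCm38, the build of the files. Promoters were positions within 1000 bp of a transcript start. Whether a ciR-loop lies where a circular RNA is made (in cis) or elsewhere (in trans) was not analysed here.

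Numbers of peaks were compared on the log2 scale with exact permutation tests, two-sided. With 2 libraries against 2, there are 6 arrangements and the smallest possible p is 0.33. The genotype effect over both treatments, and the RNase R effect over both genotypes, were tested by permuting labels within strata (36 arrangements, smallest p 0.0556). Benjamini-Hochberg adjusted values were computed over these 5 tests. Replicate numbers come from the sample titles and may pair the samples, so the genotype effects and the RNase R effect were also computed with the replicate number as a block, by an exact sign-flip test. The difference between genotypes in the RNase R effect was computed from same-numbered pairs throughout. Shares of regions are given with 95% Wilson intervals, which cover counting error only, since regions of 1 library are not independent replicates. They were set against 1000 random placements of the regions within their chromosomes, on the assembled nuclear chromosomes. Correlations across regions have permutation tests with 100000 resamples.

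Before the data were examined, the alternatives were fixed: q of at most 1e-05, fold enrichment of at least 10, assembled nuclear chromosomes only, leaving out each replicate, covered length in place of number, an overlap of 50% of the shorter region, regions called in both replicates only, protein-coding genes only, the summit inside the gene, fold enrichment in place of height, and the RNase R- height less the RNase R+ height. The crossed pairing of the WT samples and the limit on the expected level (at most 3 times the background level) were chosen after seeing the data, as was every alternative for the number and ratio of liR-loop regions outside genes. Named items also followed a rule fixed in advance: the genes Specc1, Hipk3, Adarb1 and Xpo4, and for each genotype and treatment the 3 regions on assembled nuclear chromosomes, with peaks in both replicates, in which the lower of the 2 replicates' fold enrichments was highest. Sequence was read from GRCm38 with pysam 0.24.0 and samtools 1.23.1, and similarity to mitochondrial DNA was searched with blastn 2.17.0 (E-value of at most 1e-10). Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.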

Results

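To compare R-loops between KO and WT NIH/3T3 cells, peak lists of 8 S9.6 DRIP-seq libraries were analysed, 2 for each combination of genotype and RNase R treatment. Together the lists held 77297 peaks. No row of a list was identical to a row of its replicate (0 in the 4 groups), so the replicates were counted as separate libraries. All 3885 peaks of WT RNase R- replicate 1 carry names made for replicate 2, while their values differ from those of replicate 2.

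The caller's background level differed between the genotypes. It was 0.87 ± 0.0373 fragments per position (SD, n = 2) in KO and 0.484 ± 0.00704 (SD, n = 2) in WT without RNase R. With RNase R it was 0.907 ± 0.0239 (SD, n = 2) in KO and 0.491 ± 0.0944 (SD, n = 2) in WT. The KO/WT ratio of the means was 1.80 without and 1.85 with RNase R. Background fragments per kb, which take the fragment length into account, were 4.09 ± 0.135 in KO and 1.95 ± 0.0395 in WT without RNase R, and 3.89 ± 0.102 and 1.60 ± 0.304 with RNase R (SD, n = 2 each). Within a genotype the background level changed little with RNase R, by a factor of 1.04 in KO and 1.02 in WT. Every KO library had a higher background level than every WT library, so background level and genotype could not be told apart. The numbers of sequenced reads entered no calculation here, and the background level does not stand in for them.

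The first question was whether KO cells had more R-loops than WT cells. Without RNase R, 26219 and 32031 peaks were called in the KO replicates (29125 ± 4110, SD, n = 2), compared with 3885 and 2171 in the WT replicates (3028 ± 1212, SD, n = 2). The log2 ratio of the geometric means was 3.32, a 9.98-fold difference, and every KO library lay above every WT library. The exact permutation test gave p = 0.33 (two-sided, n = 2 in each group), the smallest value it can give. The WT replicates themselves differed, so the same-numbered ratios were 6.75 for replicate 1 and 14.8 for replicate 2. Of the alternatives, keeping peaks with a fold enrichment of at least 10 moved the log2 ratio most, to 3.96.

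In the libraries treated with RNase R, the peaks of which the study takes as ciR-loops, 6372 and 5996 peaks were called in KO (6184 ± 266, SD, n = 2) and 271 and 352 in WT (311.5 ± 57.3, SD, n = 2). The log2 ratio was 4.32, again with the smallest p of the exact permutation test (p = 0.33, two-sided, n = 2 in each group), and the 2 KO lists together held 19.9 times as many peaks as the 2 WT lists. The log2 ratio was 2.92 when covered length replaced the number of peaks. The median peak width was 433.25 ± 8.84 bp in WT and 281.5 ± 3.54 bp in KO (SD, n = 2 each). The WT RNase R+ lists also differed in kind from the others. Of their peaks, 41.7% and 37.2% had an expected level above 3 times the background level. In the other lists the share was 3.91% to 11.2%. The ratio with RNase R thus compares lists of unlike peaks, and the cause was not tested. Over both treatments, the genotype effect was 3.82 on the log2 scale (exact stratified permutation test, two-sided, p = 0.0556, the smallest that the 36 arrangements allow; Benjamini-Hochberg adjusted p = 0.139 over 5 tests of peak numbers). With the replicate number as a block it was also 3.82, with p = 0.125 by the exact sign-flip test over 4 pairs, the smallest p that this test allows. Same-numbered KO and WT libraries did not deviate together. The correlation of their replicate differences was 0.0449 over 303 regions without RNase R and -0.0446 over 61 regions with RNase R.

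**Figure D1:**
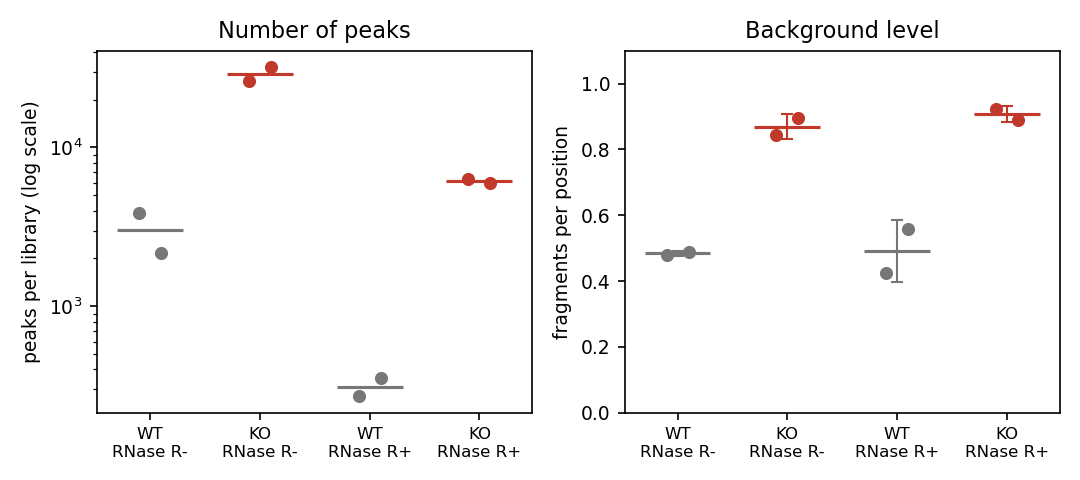
Number of peaks per library (left, log axis) and the caller's background level in fragments per position (right) in the 4 groups; points are replicates, lines are means, and error bars on the right are SDs (n = 2). KO libraries held 5996 to 32031 peaks and WT libraries 271 to 3885, while the background levels of the KO libraries lay between 0.843 and 0.924 and those of the WT libraries between 0.425 and 0.558.

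Because the background level was higher in the KO libraries, each KO peak was thinned at random to the background level of the same-numbered WT library, and kept if its p still reached the lowest −log10 p of that WT list. Without RNase R, 18858 and 18598 KO peaks were left (71.9% and 58.1%), which were 4.85 and 8.57 times the numbers in WT. With RNase R, 2733 and 3696 peaks were left (42.9% and 61.6%), or 10.1 and 10.5 times the WT numbers. The KO/WT ratio after thinning was 6.45 without and 10.3 with RNase R (geometric means of 2 replicates). Applying the p limit of the WT list without thinning left the ratios near their first values, at 6.60 and 14.3 without RNase R and 22.3 and 16.2 with it.

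**Figure D2:**
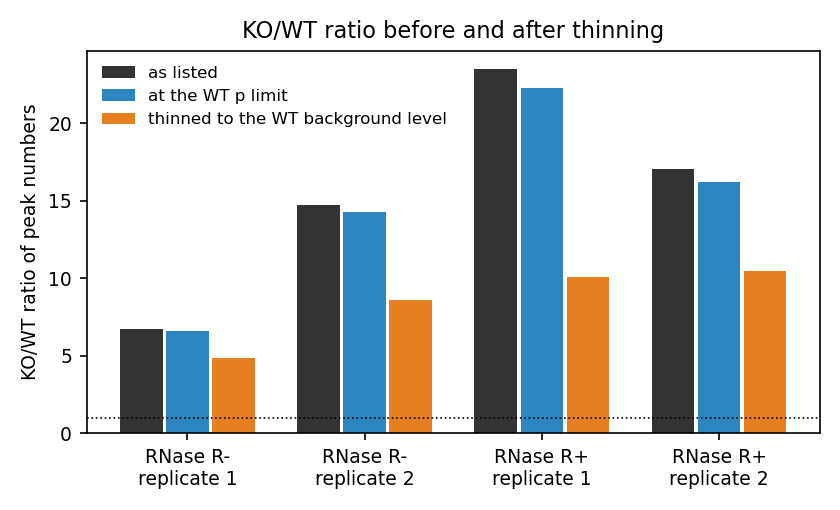
KO/WT ratio of peak numbers for each treatment and replicate, as listed, at the p limit of the WT list, and after thinning KO peaks to the WT background level; the dotted line marks a ratio of 1. All 4 ratios fell with thinning and stayed between 4.85 and 10.5.

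The second question was how many peaks were left after linear RNA was digested. RNase R+ libraries had 4.69-fold fewer peaks than RNase R- libraries in KO and 9.40-fold fewer in WT. The WT value rests on the RNase R+ lists whose peaks differed in kind. The mean effect in both genotypes was -2.73 on the log2 scale (exact stratified permutation test, two-sided, p = 0.0556, the smallest possible), and every RNase R+ library had fewer peaks than every RNase R- library of its genotype. With the replicate number as a block, the effect was also -2.73 (exact sign-flip test over 4 pairs, p = 0.125, the smallest possible). The replicate differences of same-numbered libraries correlated at 0.00723 in KO (1503 regions) and at -0.322 in WT (64 regions), so the crossed pairing was added for WT. The log2 ratios RNase R+/RNase R- were -3.84 and -2.62 in the WT pairs as numbered and -3.00 and -3.46 in the crossed pairs. In KO they were -2.04 and -2.42. The effect was 1.00 log2 units smaller in size in KO than in WT (exact permutation test, two-sided, p = 0.33, n = 2 in each group, the smallest possible). This difference did not hold up against the replicate error, as it ranged from 0.21 to 1.80 when 1 replicate was left out, and it reversed to -0.92 at a fold enrichment of at least 10.

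Merging the replicates gave 43951 R-loop regions in KO and 5381 in WT, a ratio of 8.17, and 10004 and 449 ciR-loop regions, a ratio of 22.3. The regions covered 13324 kb and 1885 kb without RNase R, and 3427 kb and 362 kb with it, for KO and WT respectively. The ratio depended on how replicates were combined. Among regions called in both replicates, there were 14186 in KO and 659 in WT without RNase R (ratio 21.5), and 2335 and 163 with RNase R (ratio 14.3).

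The replicate error of the calls was measured by the share of merged regions that held a peak of each replicate. It was 32.3% in KO (95% Wilson interval 31.8 to 32.7) and 12.2% in WT (11.4 to 13.1) without RNase R, and 23.3% in KO (22.5 to 24.2) and 36.3% in WT (31.99 to 40.8) with RNase R. Random placement gave 0.358%, 0.0475%, 0.0911% and 0.0110% in the same order, and 0 of 1000 placements reached the measured share in any group. In each group, more regions were called in 1 replicate only than in both.

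Of the 5381 R-loop regions in WT, 2281 (42.4%, 95% Wilson interval 41.1 to 43.7) overlapped an R-loop region in KO. On nuclear chromosomes the share was 42.4%, compared with a mean of 1.19% and a maximum of 1.67% over 1000 random placements. Of the ciR-loop regions, 6449 of 10004 in KO (64.5%, 63.5 to 65.4) and 174 of 449 in WT (38.8%, 34.4 to 43.3) overlapped an R-loop region of the same genotype. Random placement gave 1.19% in KO and 0.203% in WT, and 0 of 1000 placements reached the measured shares. The other ciR-loop regions were not called among the R-loops of the same genotype. Among the WT ciR-loop regions, 47.2% (42.6 to 51.8) overlapped ciR-loop regions in KO.

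After removal of regions that overlapped ciR-loops, 37550 liR-loop regions were left in KO and 5174 in WT, a ratio of 7.26. The study divides liR-loops by whether the locus has an annotated transcript. In KO, 18872 liR-loop regions (50.3%, 95% Wilson interval 49.8 to 50.8) overlapped an annotated gene and 18678 did not. In WT, 2378 (46.0%, 44.6 to 47.3) did and 2796 did not. The share was 4.30 percentage points higher in KO (Fisher's exact test on regions, two-sided, p = 7.22e-09), and the test treats regions as independent. Among liR-loop peaks of single replicates the share was 50.7% and 50.6% in KO and 45.5% and 47.0% in WT, so the difference was larger than the spread between replicates. Regions placed at random overlapped genes at 47.1% for KO and 47.3% for WT, which lies between the measured shares of the 2 genotypes on nuclear chromosomes (50.3% and 46.1%). The KO/WT ratio was 7.94 for regions in genes and 6.68 for regions outside genes. The latter was 19.7 with R-loop and ciR-loop regions both limited to those called in both replicates. With protein-coding genes only, the difference widened to 6.92 percentage points.

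By summit position, 10.6% and 10.3% of KO RNase R- peaks lay in promoters, compared with 6.86% and 8.17% of WT RNase R- peaks and 6.08% of random positions. Exons outside promoters held 3.92% and 3.80% of the KO peaks and 1.20% and 1.17% of the WT peaks, compared with 3.2% of random positions. Introns held 38.5% in each KO list and 38.9% and 39.1% in the WT lists, compared with 37.98% of random positions.

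At overlapping loci the heights of ciR-loop and R-loop peaks were correlated in both genotypes. R-loops in the study's terms include ciR-loops, so a part is set against the whole and some correlation is built in. These values do not compare ciR-loops with liR-loops. These correlations are across regions within a pair of libraries, and regions are not independent replicates. In KO, Spearman's rho was 0.613 over 3465 regions in replicate 1 and 0.567 over 3455 regions in replicate 2, and Pearson's r of log10 heights was 0.870 and 0.843. In WT, rho was 0.819 over 104 regions and 0.785 over 121 regions, and r was 0.863 and 0.853. Each of the 8 permutation tests gave p = 1e-05, the smallest that 100000 resamples can give, and the Benjamini-Hochberg adjusted values were the same. Without the 2 regions farthest from the median, r stayed between 0.829 and 0.860 in the 4 comparisons. The WT relation changed with the regions used. Over regions with an expected level of at most 3 times the background level, rho was 0.0935 (41 regions) and 0.252 (49 regions) in WT, but 0.531 and 0.489 in KO (3062 and 3050 regions). This limit was chosen after seeing the data.

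**Figure D3:**
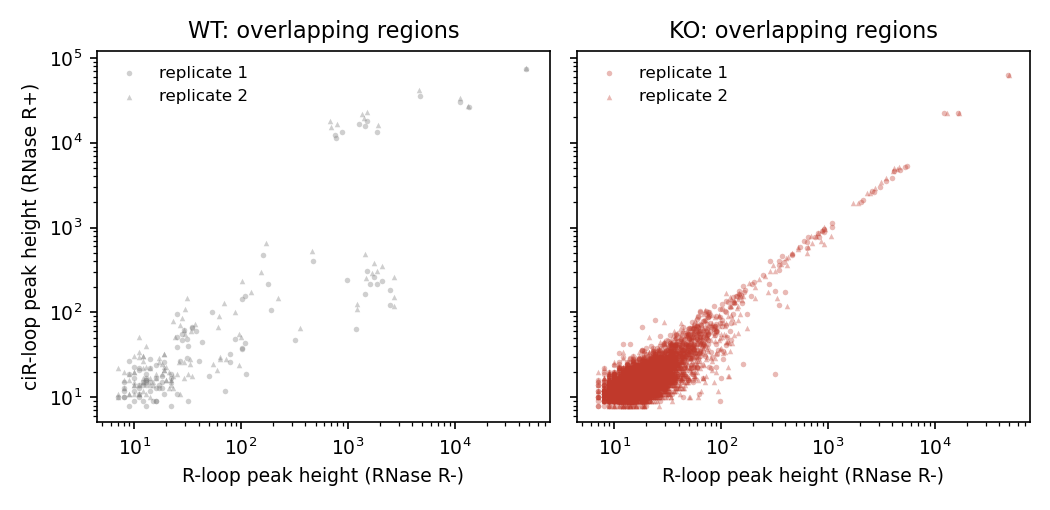
Summit height of RNase R+ peaks against the highest overlapping RNase R- peak in WT (left) and KO (right), in fragments, both axes logarithmic; circles and triangles are replicates 1 and 2. KO has 3465 and 3455 regions and WT 104 and 121 regions, and the highest RNase R+ peaks reach 63217 and 63403 fragments in KO and 74323 and 76629 in WT.

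The targeted gene Xpo4 (ENSMUSG00000021952.16, chromosome 14, 57577521 to 57665430, minus strand) held 1 and 2 peaks in the KO RNase R- replicates and 0 in each of the 6 other lists. All were intronic by their summits, and 1 of the 2 KO regions was called in both replicates, at 57649277 to 57649578 with fold enrichments of 6.51 and 9.49. Peak lists of immunoprecipitated DNA do not measure the expression of Xpo4 and so do not check the knockout.

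Specc1, a host gene of a circular RNA examined by the study (ENSMUSG00000042331.13, chromosome 11, 61956763 to 62223013, plus strand), held 4 and 5 peaks in the KO RNase R- replicates and 0 in all 4 WT lists. These formed 6 regions, 3 of them called in both replicates, compared with 4.28 expected from the genome-wide density of KO R-loop regions. The highest fold enrichment was 14.2, in an intron at 62199658 to 62200074 in replicate 2. A single ciR-loop peak was called in KO, in replicate 2 only, at 61994792 to 61995036 (fold enrichment 5.82), in an intron. In WT, 0.520 R-loop and 0.0427 ciR-loop regions would be expected from the density, so a difference from WT at this gene was not detectable with so few WT peaks. Adarb1 (ENSMUSG00000020262.15, chromosome 10, 77290726 to 77418270, minus strand) held 1 and 2 intronic peaks in the KO RNase R- replicates and 0 elsewhere, with 2 regions compared with 2.05 expected. Hipk3 (ENSMUSG00000027177.14, chromosome 2, 104426481 to 104494446, minus strand) held 0 peaks in all 8 lists, with 1.09 R-loop regions expected in KO.

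**Figure D4:**
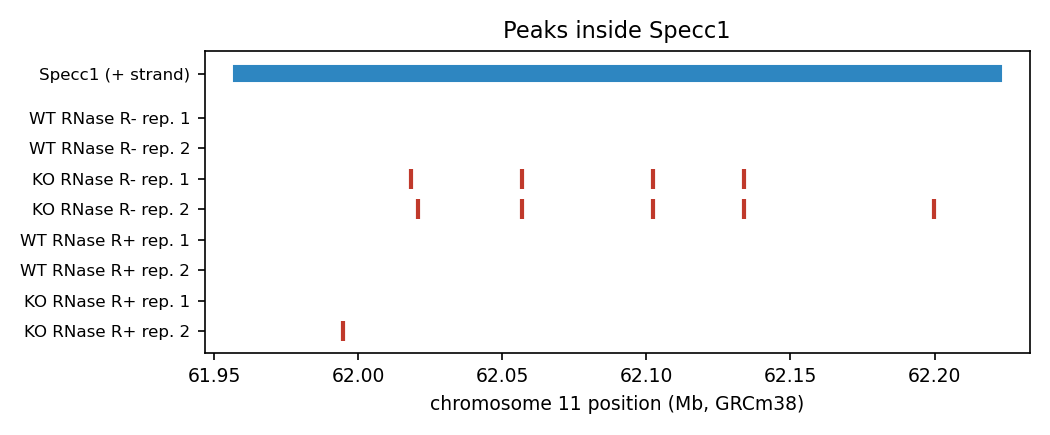
Peaks inside Specc1 on chromosome 11 (GRCm38, position in Mb) in the 8 libraries; each tick is a peak and the blue bar is the gene. Peaks were called in KO only, 4 and 5 in the RNase R- replicates and 1 in RNase R+ replicate 2.

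The highest reproducible fold enrichments of KO RNase R- peaks on nuclear chromosomes were found outside genes on chromosome 11 (109011608 to 109012520; 276 and 337 in the 2 replicates), in an exon of Lars2 on chromosome 9 (123461586 to 123462205; 204 and 242) and at Malat1 on chromosome 19 (5797907 to 5802776; 173 and 178). In KO RNase R+ libraries the same chromosome 11 (299 and 264) and Lars2 (244 and 268) loci ranked at the top, followed by a region on chromosome 1 (24611537 to 24616191; 165 and 190) that overlaps 7 annotated genes, Gm10925 among them. Of this region, 99.9% matched the mitochondrial genome at an identity of 99.9%. The other named regions had no match to mitochondrial DNA.

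In WT RNase R- libraries the top regions lay in introns of Cdk8 (chromosome 5, 146260937 to 146261368; 122 and 125), Camk1d (chromosome 2, 5379024 to 5379665; 68.0 and 92.0) and Gphn (chromosome 12, 78350796 to 78351232; 48.9 and 74.2). In WT RNase R+ libraries they lay outside genes on chromosome 12 (120028501 to 120029034; 32.9 and 32.3), in an intron of Sos2 on chromosome 12 (69653892 to 69654424; 38.2 and 31.6), and outside genes on chromosome 18 (90602181 to 90602654; 30.5 and 32.5). These 3 WT RNase R+ regions were called in all 8 lists, and the 3 WT RNase R- regions in the 6 lists other than WT RNase R+.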

Values the study reported

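The study reported about 9.5 times more R-loops in XPO4 KO cells than in WT cells. It counted over 12,000 liR-loops at loci without annotated transcripts in the KO cells, an increase of over 15 times.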

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

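The tests in this part were written down before their own results were seen, but after the patterns they concern had been seen, and the 21 chromosome shares were added to the measures after that of chromosome X had been noticed. Of 31 measures computed per list, 12 moved in opposite directions with RNase R in the 2 genotypes in all lists, that is, both RNase R+ lists lay on 1 side of both RNase R- lists in KO and on the other side in WT. By chance 5.56% of independent measures do this. Shares of the same list are not independent, since they add up. The tests of multi-copy sequence use the expected level, which depends on a control library that is not stated, so their outcomes depend on it too. The differences between genotypes were not tested themselves, as an exact permutation test with 2 libraries per group allows no p below 0.33. RNase R and genotype are the biological candidates in the design, and the E. coli DNA added to each sample was not analysed here.

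The share of peaks found again in the other replicate changed with RNase R by -11.4 percentage points in KO (from 54.3% and 44.4% to 36.8% and 39.2%) and by 31.2 percentage points in WT (from 17.1% and 30.8% to 63.1% and 47.2%). Of the WT RNase R+ peaks, 41.7% and 37.2% had an expected level above 3 times the background level, compared with 6.05% and 11.2% of the WT RNase R- peaks, as sequence present in many copies would. Without such peaks the WT shares were 37.3% and 24.4% with RNase R and 12.5% and 23.7% without, a mean rise of 12.8 percentage points. All lists still lay on opposite sides in the 2 genotypes, so multi-copy sequence did not account for the whole pattern. In WT, however, the rise that was left rests on replicate 1, since the shares of replicate 2 lay close together. The p limit was also higher in the WT RNase R+ lists. With that limit applied to the WT RNase R- lists, a difference of 30.9 percentage points was left. Peak width was not tested, and the pattern cannot be told apart from its effect.

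The share of summits in promoters changed with RNase R by 1.97 percentage points in KO (from 10.6% and 10.3% to 13.6% and 11.3%) and by -1.80 percentage points in WT (from 6.86% and 8.17% to 6.15% and 5.28%). Without peaks above 3 times the background level, the WT change was -3.47 percentage points and the directions stayed opposite, so multi-copy sequence did not account for the pattern. The WT RNase R+ shares rest on 16 and 18 promoter peaks. Their 95% Wilson intervals, 3.82% to 9.76% and 3.36% to 8.19%, include both WT RNase R- shares, so the change in WT was within counting error.

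The other 10 measures were the shares of peaks on chromosomes 2, 4, 8, 9, 14, 15, 17, 19, X and Y. With RNase R, the share on chromosome X changed by -1.26 percentage points in KO (from 2.27% and 2.58% to 1.099% and 1.23%) and by 5.00 percentage points in WT (from 0.901% and 0.967% to 5.904% and 5.97%). The shares on chromosomes 2, 9 and 14 also fell in KO and rose in WT, by -1.28, -0.157 and -0.273 percentage points in KO and by 1.05, 6.05 and 1.68 percentage points in WT. The shares on chromosomes 4, 8, 15, 17, 19 and Y rose in KO, by 0.793, 0.660, 0.992, 0.965, 0.260 and 0.301 percentage points, and changed in WT by -4.94, -6.28, -2.57, -3.64, -1.92 and -0.315 percentage points, in that order. Without peaks above 3 times the background level, 12 chromosomes moved in opposite directions, 8 of them among the first 10. Multi-copy sequence, as far as this level marks it, thus did not account for the whole pattern. Among the chromosomes that rose in WT, the WT RNase R+ shares on chromosomes 2, 14 and X were then lower than before (3.80% and 4.07% on X). Those on chromosome 9 were higher (12.0% and 9.05%). The WT RNase R+ lists are short (271 and 352 peaks). When they were replaced by as many peaks drawn from the WT RNase R- lists, as many chromosomes moved in opposite directions in 2 of 1000 draws (0.2%), and 3.43 did on average, so counting error alone is an unlikely cause. These draws treat peaks as independent. Clusters were tested by counting each window of 200 kb with a peak once per list. Again 10 chromosomes moved in opposite directions, 7 of them among the first 10. The KO RNase R- lists had a peak in 75.0% and 80.5% of all windows, which draws their shares towards chromosome length, so this count does not rule clusters out. On chromosome X the share of windows was 3.84% and 4.61% in KO without RNase R and 1.42% and 1.55% with it, and 0.672% and 0.684% in WT without RNase R and 3.09% and 2.68% with it, the last from 6 and 7 windows. Copy number and the efficiency of the pull-down were not tested for this pattern, and it cannot be told apart from their effects or from clusters.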

How the results depend on the processing

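Each of 20 results was recomputed under the alternatives, which gave 135 values. Of these, 101 kept their direction and side of the threshold or stayed within the spread between replicates, 32 moved further, 1 was no longer past its threshold and 1 reversed. The numbers of peaks were higher in KO than in WT under all alternatives run: the log2 ratio ranged from 2.75 to 3.96 without RNase R and from 2.92 to 4.56 with it, and the genotype effect over both treatments from 2.99 to 3.99. The RNase R effect ranged from -2.94 to -1.84. None of these p-values could fall below 0.0556, so passing or missing a threshold shows no stability here. With the replicate block, the log2 ratios were again 3.32 and 4.32 for the single treatments, with p = 0.5 by the exact sign-flip test over 2 pairs, and the crossed pairing in WT left the RNase R effect at -2.73 and its difference between genotypes at 1.00, since pairing does not move a mean.

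At a fold enrichment of at least 10, the difference between genotypes in the RNase R effect reversed to -0.92. The KO/WT ratios became 16.4 for R-loop regions, 9.21 for ciR-loop regions and 15.8 for liR-loop regions (14.0 outside genes, with 2537 such regions in KO). The shares called in both replicates became 24.7% (KO) and 30.5% (WT) without RNase R, and 27.1% (KO) and 42.3% (WT) with it. The share of WT R-loop regions found in KO became 37.6%, and the shares of ciR-loop regions within R-loop regions 62.4% in KO and 25.4% in WT. At a q of at most 1e-05, 15.6% of WT R-loop regions were called in both replicates and 43.8% overlapped KO regions. Asking for an overlap of 50% of the shorter region gave 40.2% for the latter. The cause was not tested for these changes.

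With regions called in both replicates only, the KO/WT ratio was 21.5 for R-loops, 14.3 for ciR-loops and 22.5 for liR-loops (19.7 outside genes, with 5988 such regions in KO). The share of WT R-loop regions in KO was then 47.8%, and that of KO ciR-loop regions among R-loops 65.8%. The subtracted ciR-loops were limited in the same way, which left 12667 liR-loop regions in KO. With all ciR-loop regions subtracted, 10330 liR-loop regions called in both replicates were left in KO and 524 in WT. Across the analyses that each left out 1 replicate, the KO/WT ratio ranged from 6.75 to 14.8 for R-loop regions, from 17.0 to 23.5 for ciR-loop regions and from 6.08 to 14.1 for liR-loop regions. The share of WT R-loop regions in KO ranged from 31.0% to 40.1%, that of KO ciR-loop regions among R-loops from 54.4% to 57.6%, and the KO excess of liR-loop regions in genes from 4.20 to 5.22 percentage points. For liR-loop regions outside genes, the ratio ranged from 5.50 to 13.0 and the number in KO from 11264 to 13999; the alternatives for these were chosen after seeing the data. The shares of overlapping regions were thus lower with 1 replicate than with merged replicates. The ratios changed with the replicate that was left out, and with whether regions had to be called in both.

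The correlation of heights in WT fell from a mean rho of 0.802 to 0.173 over regions of at most 3 times the background level, a limit chosen after seeing the data, and was no longer past the threshold (permutation p = 0.557, the larger of 2 replicates). With fold enrichment in place of height, it was 0.237 in WT and 0.421 in KO, and with the RNase R+ height subtracted from the RNase R- height it was 0.794 and 0.216. The subtraction kept only regions with a higher RNase R- peak (42 in WT and 1990 in KO in the smaller replicate), so the difference that is correlated also selects the regions, and this value shows no stability. The share of liR-loop regions in genes stayed higher in KO under all alternatives run, by 3.25 to 6.92 percentage points. The low number of WT peaks limits what can be said of peaks missing in WT.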

Other observations

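The tests of the WT correlation and of the peak edges were chosen or settled only after a result was seen: the edges were first compared with recognition sequences over a wider distance, and then, as first planned, with cut sites within 5 bp. The ratio of liR-loop regions outside genes was 6.68 here. That is lower than the value quoted from the study above. The number of such regions in KO was 18678 here. That is higher than the value quoted from the study above. Both directions depend on how replicates are merged. Regions called in both replicates may be nearer to the study's merging of common peaks. With R-loop and subtracted ciR-loop regions limited in this way, the ratio was 19.7 and the number in KO was 5988. Against the quoted values, this ratio is higher and this number is lower.

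The higher background level of the KO libraries was tested as an explanation for their higher number of peaks. After thinning to the WT background level, the KO/WT ratio was 6.45 without RNase R and 10.3 with RNase R, or 2.69 and 3.36 on the log2 scale, compared with 3.32 and 4.32 before. The ratios were lower after thinning and stayed above 1. The background level does not stand in for the number of sequenced reads, so thinning does not settle the part of sequencing depth. From these lists alone, the difference cannot be told apart from it in either treatment. The study also reports uniquely mapped reads per library. Without RNase R, these were fewer in WT than in KO in both replicates. The factor was larger than that between the background levels, so thinning corrected for less than this gap. With RNase R they were fewer in WT in replicate 1 but more in replicate 2. In replicate 2, 352 peaks were called in WT and 5996 in KO. Fewer uniquely mapped reads in WT thus cannot explain the difference in that pair, and stay a possible cause without RNase R. Peaks were called after duplicates were removed, and whether these totals were counted before that step is not stated. The background level of that pair was lower in WT (0.558) than in KO (0.890). Fewer usable fragments in WT are therefore not excluded in that pair. How well each immunoprecipitation enriched hybrids was not tested, since the added E. coli DNA was not analysed here, and the difference cannot be told apart from it.

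Few R-loop regions were called in both replicates. Ordering the replicate 1 peaks by q, 86.2% of the 2621 peaks with the lowest q and 32.5% of the 2621 with the highest q were found in replicate 2 in KO, a difference of 53.7 percentage points. In WT the shares were 72.4% and 4.90% of 388 peaks each, a difference of 67.5 percentage points. A candidate explanation is that many of the peaks lie near the calling threshold, where a replicate misses them by chance.

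The WT correlation of ciR-loop and R-loop heights may rest on sequence present in many copies. Over regions of at most 3 times the background level, mean rho was 0.173 in WT and 0.51 in KO, compared with 0.802 and 0.590 over all overlapping regions. The relation in KO was therefore largely kept and that in WT was not, although only 41 and 49 WT regions were left.

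Peak edges followed the restriction sites. In the KO RNase R- lists 74.1% and 75.0% of edges lay within 5 bp of a cut site of the 4 enzymes, compared with 18.5% and 18.3% in random regions of the same size. The ratio to random regions was 3.10 on average over the 8 lists, consistent with peaks that span single restriction fragments, so an edge of a peak may say where the DNA was cut rather than where a hybrid ended. The share was lower in WT, at 58.0% and 55.5% without RNase R, and at 31.2% and 33.7% with RNase R. Why the WT RNase R+ lists differ was not tested.

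Chromosome 1 held 9.64% and 9.46% of KO RNase R- peaks and 5.35% and 4.15% of WT RNase R- peaks, and it makes up 7.17% of the nuclear assembly. A difference in copy number between the lines was tested through the expected levels. The share of KO peaks above the background level was 13.6 percentage points higher on chromosome 1 than elsewhere (mean of 2 replicates; Fisher's exact test on peaks, two-sided, p = 2.83e-47 and 1.65e-41), and in WT the difference was -8.67 (p = 0.0138) and -0.0599 (p = 1) percentage points. More copies of chromosome 1 in KO could give this difference. Set against WT, the share of peaks above the background level rose most on chromosome 1 among the 20 chromosomes, by 25.1 percentage points, compared with 6.74, 20.2, 18.7 and 12.3 percentage points on chromosomes 4, 15, 17 and 19. Within KO, however, the high share was not specific to chromosome 1. These 4 chromosomes had similar shares of KO peaks above the background level (69.6% and 68.9%, 71.7% and 71.0%, 71.9% and 71.0%, and 69.2% and 70.9%, compared with 70.5% and 68.4% on chromosome 1), while their share of peaks was lower in KO than in WT (log2 ratios -0.38, -0.43, -0.43 and -0.41). Across the 19 autosomes and X, however, the KO/WT ratio of the share of peaks did not rise with the difference in the share of peaks above the background level (Spearman's rho 0.0256, two-sided permutation p = 0.918, 20 chromosomes). Chromosome X was extreme in both, with a log2 ratio of 1.36 and a difference of -29.9 percentage points. The expected levels also depend on the unstated control library. The test thus gave no sign of a copy number effect over chromosomes as a whole, but does not exclude one.

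Mitochondrial DNA was covered by peaks over 100% of its length in the 4 KO lists, and over 100% and 99.8% in the WT RNase R- lists, but over 19.7% and 21.5% in the WT RNase R+ lists. The covered length of the WT RNase R+ regions was concentrated in few windows. The 5 windows of 200 kb with the most covered length held 30.2% of it. The 5 top windows of other groups, chosen in the same way, held 2.57% in WT RNase R- and 2.02% in KO RNase R+. WT RNase R+ also has the fewest regions (449), and the share was not compared at equal numbers of regions. The windows were chosen after the values were seen. Those of WT RNase R+ start at 3000001 (31.4 kb covered, with 4 regions) and 121200001 (17.0 kb, 5 regions) on chromosome 9, at 64400001 on chromosome 7 (21.7 kb, 11 regions), at 170800001 on chromosome X (12.5 kb, 14 regions) and at 47600001 on chromosome 6 (10.8 kb, 22 regions). On chromosome 9 the covered length thus came from a few wide regions. Peaks of all lists were rich in soft-masked repeats, at 64.0% to 73.1% of their sequence, compared with 33.6% to 35.7% in random regions of the same size. No explanation of these values was tested.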
